A study of Mus musculus with 34 samples.

How the data were processed

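The measurements were chromatin immunoprecipitation followed by sequencing (ChIP-seq) of H3K9me3, a mark of heterochromatin, and of H3K27ac, a mark of active promoters and enhancers, in mouse embryonic stem cells. Per the labels' protocols, cells were grown with serum, LIF and inhibitors of MEK and GSK3. They were fixed with formaldehyde, fragmented with micrococcal nuclease and immunoprecipitated, and libraries were read at 75 bp. The H3K9me3 antibody came from Active Motif in every library. The H3K27ac antibody came from abcam in the series of separate lines and from Cell Signaling Technology in the series of repeated libraries, per the labels. H3K27ac levels of the 2 series were therefore never compared directly, and only their fold changes were set side by side.

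In the deposited tables, the values are raw counts of reads per region, per the file headers, whose column names say that duplicate reads had been removed. The aligner, the counting program, the peak caller and the genome build are not stated in the headers or the labels, and neither is the way the region lists were made. The 4 tables hold 34 libraries in 12 groups. Each column was matched to a sample by the library name in the labels, and 2 columns that matched no sample here were not used. The 2 H3K9me3 tables and the H3K27ac table of repeated libraries share a list of 248336 regions with a median width of 547 bp. The H3K27ac table of separate lines has its own list of 96988 regions with a median width of 1470 bp. Comparisons between these lists used overlaps of at least 1 bp, keeping the largest overlap, with exceptions. The comparison of the marks between the strains used every overlapping pair, so a region could enter more than once. The H3K27ac shares of the donor level used the first overlap.

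Region coordinates are those in the region names. Because the build is not stated, the region ends were compared with the chromosome lengths of GRCm38.p6, and 0 chromosomes had a region past the end. The median distance from the last region of a chromosome to its end was 100299 bp in the shared list and 130306 bp in the other. Coordinates are given as GRCm38 on that basis. The starts were read as counted from 0, so 1 was added for printing, which would shift a start by 1 bp if the files already counted from 1. Genes, exons, introns and untranslated regions were taken from GENCODE release M21, with the nearest protein-coding gene for regions outside genes.

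Groups followed the labels. The series of separate lines held 3 C57BL/6J (B6) and 3 DBA/2J (D2) lines per mark, each a biological replicate. The series of repeated libraries held technical replicates of 1 line per genotype for 4 genotypes. These were B6, D2, B6-13D2 (a chromosome 13 segment from D2 on a B6 background) and D2-13B6 (the reciprocal line). Tests in that series therefore compare lines, not genotypes. Before libraries were averaged, replicates were compared by a chi-square test over regions with at least 40 counts in the pair. In the H3K27ac series of repeated libraries, 4 pairs differed by less than the sampling noise, with chi-square per degree of freedom from 0.905 to 0.967. These were replicates 1 and 2 of B6, 1 and 3 of B6-13D2, 1 and 3 of D2, and 2 and 3 of D2-13B6. Their counts were summed and each pair was counted as 1 sample, which left n = 2 per genotype for that mark. No other pair in the 4 tables was summed.

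Regions were tested with edgeR 4.0.16 in R 4.3.3 using the quasi-likelihood F-test, TMM scaling and the filterByExpr defaults of a minimum count of 10 and a minimum total count of 15. P-values were two-sided and adjusted with the Benjamini-Hochberg method, and a region was called at an adjusted p under 0.05. The strain contrast was D2 minus B6 over the 6 separate lines of a mark. Over the repeated libraries, all 4 lines shared 1 fit per mark, with the contrasts B6-13D2 minus B6, D2 minus D2-13B6, D2 minus B6 and the interaction, defined as the first contrast minus the second. A positive value therefore always stands for a higher level with D2 alleles, except in the interaction. Standard errors of log2 fold changes were derived from the F statistics. Levels are in CPM, counts scaled to a common library size, and use TMM-scaled library sizes. Where every library of the lower group had 3 counts or fewer, the fold was computed against that floor and is a lower bound.

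The regions called in the strain contrast were tested as sets in the congenic contrasts with fry, the rotation set test of limma 3.58.1, with chromosomes 13, X and Y left out. Camera with an inter-region correlation of 0.01 was an alternative. Fisher's exact test, two-sided, compared the share of called regions on and off chromosome 13 and the directions of the 2 marks at regions called in both. Neighbouring regions are not independent, so these p-values describe the regions of these libraries. Chromosome 13 was also described in windows of 5 Mb and 1 Mb. For each 5 Mb window with at least 15 strain-different regions, a slope through the origin of a repeated-library contrast on the strain contrast was computed. Overlaps were found with GenomicRanges 1.54.1. Tables and figures were made with the R package data.table (version 1.17.8), Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

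The regions named in the text were set by a rule written before the data were examined, as were the tests, the groups and most alternatives. Up to 3 regions per contrast were taken by the largest absolute log2 fold change among called autosomal regions. They needed a mean of at least 20 counts per library and complete separation of the libraries compared. In the congenic contrasts the rule gave up to 3 regions off chromosome 13 and up to 2 on it. Up to 3 more per mark were those called in the same direction in the strain contrast and both congenic contrasts, ranked by their smallest change.

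The scripts were first tested on simulated data, with counts drawn from the real means and library sizes and 200 regions changed by 1.5 on the log2 scale. The changed regions were drawn only from those with a mean of at least 20 counts, and a small fixed dispersion was used for all regions. The rates below therefore do not describe regions with fewer counts or the real spread between replicates. The quasi-likelihood test recovered 93% of the changed regions among 44797 for the H3K9me3 lines and 99% among 96291 for the H3K27ac lines. It recovered 87.5% among 86874 for the repeated H3K9me3 libraries and 83.5% among 192158 for the repeated H3K27ac libraries. Between 1.6% and 4.3% of the calls were false. A simulated whole-chromosome shift of 0.5 was estimated at 0.46 to 0.48 and was reduced to between 0.01 and 0.04 by a factor per library and chromosome.

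The H3K9me3 libraries held few counts in regions, 1487862 to 2559262 per library. Reads outside the regions are not counted, so these totals are not the sequencing depth. A median region held 2 to 5 counts per library in the separate lines, and 4 to 6 counts in the repeated libraries. The H3K27ac libraries held 15444270 to 18272793 counts in the separate lines and 8735674 to 11543469 in the repeated libraries. Duplicate-free reads are still not independent molecules in every case, so errors computed from counts cover counting error only. No input library was analysed here, so a difference in copy number, or in how reads with D2 variants map to the reference, enters the counts of both marks.

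The alternatives were DESeq2 size factors in edgeR, scaling by the library total, a factor per library and chromosome, and DESeq2 1.42.0 with its Wald test. The last was run with its own size factors and without the filter. Further alternatives were no filter, a mean of at least 20 counts, an absolute log2 fold change of at least 1, autosomes only, only the lines of a contrast in the fit, the replicate number as a block, and leaving out each library in turn. Others were chosen after the data had been seen. These were the removal of a trend with GC content or with abundance in each library (loess, span 0.3), each H3K27ac column as its own library, and sets taken from the lines not used in the congenic comparisons. Tables with duplicates kept, or with the same libraries over another region list, were not used here.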

Results

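H3K9me3 and H3K27ac were profiled by ChIP-seq in mouse embryonic stem cells of the inbred strains C57BL/6J (B6) and DBA/2J (D2) and of 2 reciprocal congenic lines. B6-13D2 carries a segment of chromosome 13 from D2 on a B6 background, and D2-13B6 carries the B6 segment on a D2 background. For each mark, 6 libraries came from separate lines, 3 of B6 and 3 of D2. A further series repeated 1 line per genotype. It held 3 B6, 2 D2, 2 B6-13D2 and 3 D2-13B6 libraries for H3K9me3, and 3 libraries per genotype for H3K27ac. Read counts in regions came to 15444270 to 18272793 per library for H3K27ac in the separate lines and 8735674 to 11543469 in the repeated libraries. H3K9me3 libraries held fewer, at 1487862 to 2559262 and 1538145 to 2185977 counts. Reads outside the regions are not included, so these totals are not the sequencing depth. Among the separate lines, the H3K9me3 counts in regions differed by strain. The B6 libraries held 1487862, 1587345 and 1687002 counts, and the D2 libraries 2014856, 2559262 and 1981703. The series description and the sample labels give different end markers for the segment in D2-13B6, and the segment's ends were not used here.

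Replicates were compared before they were averaged. Across regions, which are not independent, the median Pearson correlation of log2 CPM between libraries of the same genotype was 0.853 for the H3K9me3 lines, against 0.464 between strains. For the H3K27ac lines these medians were 0.978 and 0.903. In the repeated libraries they were 0.764 and 0.521 for H3K9me3 and 0.958 and 0.844 for H3K27ac. For H3K27ac, 4 pairs of repeated libraries differed by less than the sampling noise and were each counted as 1 sample, which left n = 2 per genotype. Replicate 1 of D2-13B6 stood apart from replicates 2 and 3 in both marks. Its chi-square per degree of freedom against them was 2.455 and 2.467 for H3K9me3, where replicates 2 and 3 gave 1.211 against each other. For H3K27ac the values were 2.806 and 2.791 against 0.905.

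The comparison of the 3 B6 with the 3 D2 lines addressed how far the marks differ between the strains. For H3K9me3, 15525 of 44797 tested regions were called (edgeR quasi-likelihood test, Benjamini-Hochberg), of which 7728 were higher in D2 and 7797 higher in B6. At 11197 of the called regions the absolute log2 fold change was at least 1. The alternative that moved this count most was a filter on a mean of at least 20 counts, which left 6650 called regions of 16145 tested. For H3K27ac, 47477 of 96291 regions were called, with 23396 higher in D2 and 24081 higher in B6. Most of these changes were small, and 11907 reached an absolute log2 fold change of 1.

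Among the H3K9me3 regions with the largest strain difference, chromosome 10:69035491-69037415 was at least 39.2-fold lower in D2 (adjusted p = 2.09e-17, edgeR). Its level was 86.2 ± 17.0 CPM in B6 and 1.19 ± 0.34 in D2 (mean ± SD, n = 3 lines each). This region is intergenic, 114 kb from Rhobtb1. Chromosome 17:84268484-84268940, in an intron of Thada, was at least 9.53-fold higher in D2 (adjusted p = 3.44e-11, edgeR). Chromosome 4:112156019-112157050, in an intron of Skint4, was at least 22-fold lower in D2 (adjusted p = 9.86e-15, edgeR), and H3K27ac at the overlapping region changed by -5.64 on the log2 scale (adjusted p = 6.48e-09, edgeR). For H3K27ac, the intergenic region 7:134244244-134248862, 12.1 kb from Adam12, changed by -7.98 ± 0.27 (log2 fold change ± SE, adjusted p = 8.79e-32, edgeR). The other named H3K27ac regions lay on chromosome 4. Region 52542103-52544076 was at least 40.6-fold lower in D2 (adjusted p = 3.02e-24, edgeR) and region 122068541-122071653 at least 74.6-fold lower (adjusted p = 8.76e-29, edgeR), both intergenic. Every line of one strain lay above every line of the other at these regions.

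The repeated libraries of the parental lines gave a separate measurement of the same difference, in 1 line per strain. For H3K9me3, 9853 of 86874 regions were called, 3979 higher in the D2 line and 5874 higher in the B6 line. For H3K27ac the count was 53945 of 192158, with 28237 and 25708 in the respective directions. Regions called in both series numbered 5603 for H3K9me3, and 99.4% of them changed in the same direction. Across the 40961 H3K9me3 regions tested in both, Pearson's r of the log2 fold changes was 0.739 and Spearman's rho 0.687. For H3K27ac, 28430 regions were called in both series and 95.7% changed in the same direction, with r = 0.718 and rho = 0.667 across 100149 regions. These correlations are across regions, which are not independent replicates. No library was shared by the series, although the repeated lines were among the separate lines.

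The largest parental differences in H3K9me3 included 2 regions of chromosome 14. Region 53347856-53348386, intergenic, was at least 18.5-fold higher in D2 (adjusted p = 1.28e-21, edgeR). Region 53336978-53337261, over a coding exon of Trav13n-3, was at least 17.6-fold higher (adjusted p = 4.3e-20, edgeR). Both followed the background in the congenic lines. At 53347856-53348386 the level was 1.7 ± 0.47 CPM in B6-13D2 (n = 2) and 55.5 ± 12.4 in D2-13B6 (n = 3). For H3K27ac, region 11:14080184-14081655, in an intron of the lincRNA 4930554G24Rik, was at least 138-fold lower in D2 (adjusted p = 6.85e-25, edgeR). On chromosome 4, region 112159399-112161519 in an intron of Skint4 was at least 70.8-fold lower (adjusted p = 1.44e-21, edgeR). The intergenic region 52542805-52543994 was at least 36.4-fold lower (adjusted p = 1.28e-17, edgeR).

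**Figure D1:**
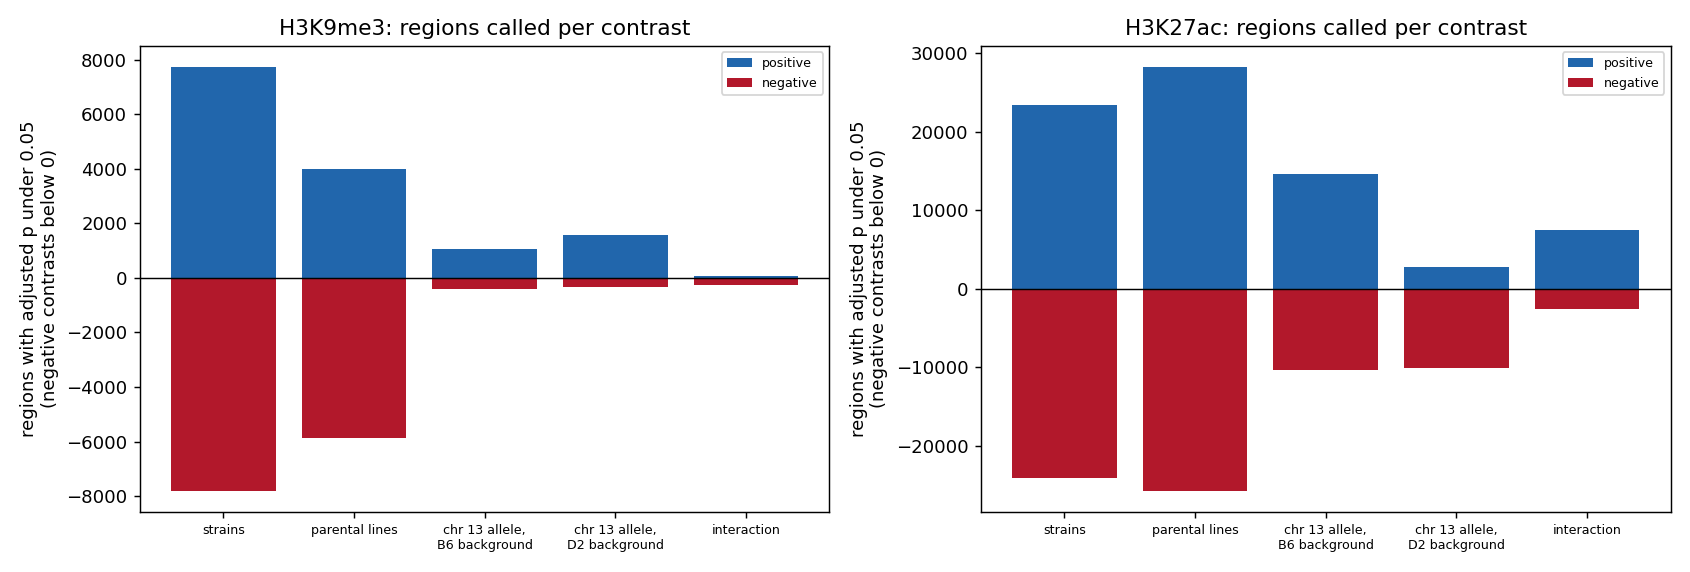
Regions called at an adjusted p under 0.05 in each contrast (edgeR quasi-likelihood test), for H3K9me3 (left) and H3K27ac (right); bars above 0 count positive and bars below 0 negative contrasts, and positive stands for higher with D2 alleles except in the interaction. The strain bars stand for 3 lines against 3, and the other bars compare 1 line per genotype, with the H3K9me3 calls falling from 9853 between the parental lines to 1470 and 1915 between lines that differ in the segment.

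The congenic lines were set against the parental lines of the same background, which asks whether the chromosome 13 segment is associated with differences elsewhere in the genome. Each contrast compares 1 line with 1 other line. In the B6 background, 1470 of 86874 H3K9me3 regions were called between B6-13D2 and B6, of which 1072 were higher with the D2 segment and 398 lower. The DESeq2 Wald test, run without the filter, moved this count most, to 612 regions. Off chromosome 13, 702 calls were higher and 369 lower. With a mean of at least 20 counts, 233 calls off the chromosome were higher and 248 lower. In the D2 background, 1915 regions were called between D2 and D2-13B6, with 1572 higher with the D2 segment and 343 lower. This count fell to 1238 without replicate 2 of D2-13B6 and rose to 2649 without replicate 1. Off chromosome 13, 1167 calls of the D2 background were higher and 327 lower, or 425 and 350 with a mean of at least 20 counts. For H3K27ac, 24973 of 192158 regions were called in the B6 background, with 14601 higher and 10372 lower with the D2 segment. The D2 background gave 12824 calls, with 2759 higher and 10065 lower. The direction of the H3K27ac calls in the B6 background depended on the scaling: 58.5% were higher with TMM factors and 39.5% with library totals.

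Called H3K9me3 regions were concentrated on chromosome 13, mostly in the window from 65 to 70 Mb. That window held 345 of its 399 calls in the B6 background and 304 of 421 in the D2 background. The shares that follow are for the whole chromosome and do not show an excess outside the window. In the B6 background 27.14% of the calls lay on chromosome 13, against 4.79% of the tested regions (odds ratio 8.08, Fisher's exact test, two-sided p = 1.82e-184). The share in the D2 background was 21.98% (odds ratio 6.11, p = 8.56e-158, Fisher's exact test). The H3K27ac shares were 6.55% and 8.13% against 4.89% of tested regions (odds ratios 1.44 and 1.81, Fisher's exact p = 6.84e-36 and 1.38e-59). Over the 10 contrasts tested for this share, the Benjamini-Hochberg adjusted values of these 4 were 1.82e-183, 4.28e-157, 1.71e-35 and 4.6e-59. In the strain contrast the odds ratio was 1.29 for H3K9me3 (Fisher's exact p = 1.31e-09, adjusted 1.87e-09) and 1.03 for H3K27ac (p = 0.312, adjusted 0.347). The calls off chromosome 13 numbered 1071 and 1494 for H3K9me3 and 23338 and 11781 for H3K27ac. With the DESeq2 Wald test the H3K9me3 counts off chromosome 13 were 254 and 512, with 358 and 350 calls on it. In the D2 background 862 were called off it without replicate 2 of D2-13B6, and 2206 without replicate 1. The calls off chromosome 13 were spread over the genome. For H3K9me3 in the B6 background they fell in 393 of 512 windows of 5 Mb, and the window with the most held 2.45% of them. Those of the D2 background fell in 440 windows, with at most 1.54% in a window.

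Between 65 and 70 Mb of chromosome 13 lay 345 of the 399 H3K9me3 calls of the chromosome in the B6 background and 304 of the 421 in the D2 background. For H3K27ac most calls of the chromosome lay outside this window in both backgrounds, with 391 of 1043 inside it in the D2 background. In this window 345 of 437 tested H3K9me3 regions were called in the B6 background, 339 of them higher with the D2 segment, with a median log2 fold change of 3.33. The D2 background gave 304 calls, 303 of them higher, with a median of 3.02. For H3K27ac, 434 of 596 regions were called in the B6 background, 360 of them higher, with a median of 2.48. The D2 background gave 391 calls, 350 of them higher, with a median of 1.72. Regions whose lower group was at or under the floor of 3 counts numbered 9 and 17 for H3K9me3 and 1 and 9 for H3K27ac. With these set at their bound, the 4 medians were 3.33, 3.02, 2.48 and 1.72, equal to the fitted ones at this rounding. The largest changes were between 65 and 67 Mb. In the first megabase 138 of 147 H3K9me3 regions were called in the B6 background and 137 in the D2 background, with medians of 4.07 and 3.97. In the second, 167 and 165 of 169 regions were called, with medians of 3.63 and 3.4. Between 68 and 69 Mb, 33 of 45 H3K9me3 regions were called in the B6 background and 0 in the D2 background, with medians of 2.53 and 0.44. At an unadjusted p under 0.05, 37 of the 45 passed in the B6 background and 16 in the D2 background. The interaction term called 31 of the 45 (edgeR), all with a larger contrast in the B6 background, and the parental lines differed there with a median of 1.93. Between the separate lines of the strains the medians of this stretch were lower, 0.53 for H3K9me3 with 11 of 29 regions called and 0.18 for H3K27ac with 7 of 15 called. For H3K27ac, 39 and 34 of 63 regions of this stretch were called, with medians of 1.71 and 1.05, and the interaction called 28. The 33 H3K9me3 calls and the 31 interaction calls all lay between 68 and 68.4 Mb, where the H3K27ac medians were 3.25 and 1.18. This stretch was singled out after its values were seen. The rise was not found in the other parts of the window. Between 67 and 68 Mb the H3K9me3 medians were -0.23 and 0.03, with 6 and 2 of 53 regions called, and the H3K27ac medians -0.13 and -0.03. Between 69 and 70 Mb they were -0.3 and 0.06 for H3K9me3 and -0.95 and -0.01 for H3K27ac, where 1 of the 22 H3K27ac calls in the B6 background was higher with the D2 segment. In the neighbouring 5 Mb windows, 11 and 13 of 220 H3K9me3 regions were called between 60 and 65 Mb, and 1 and 1 of 138 between 70 and 75 Mb. Outside 65 to 70 Mb, chromosome 13 as a whole was lower in D2-13B6 than in D2, with a median log2 difference of -0.22 for H3K9me3 and -0.18 for H3K27ac, which enters the contrast in the D2 background. The stretch from 65 to 67 Mb holds 16 annotated protein-coding genes, including Zfp369 at 65278814-65304221.

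**Figure D2:**
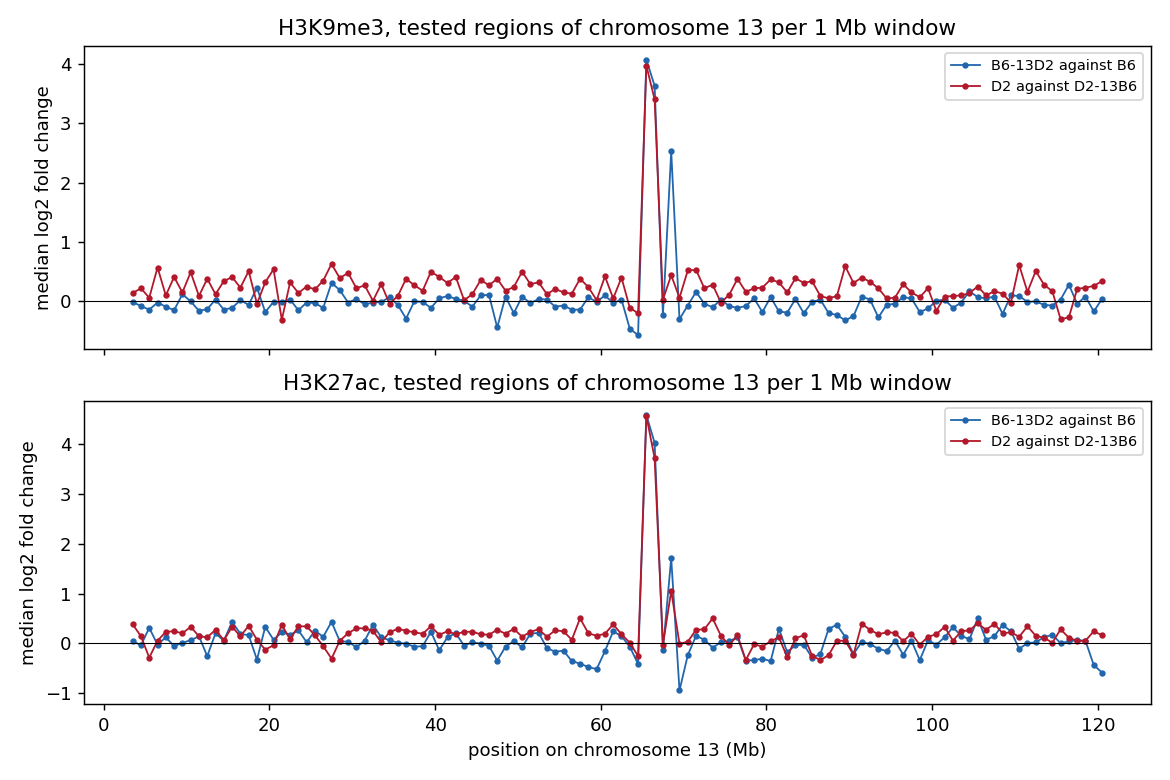
Median log2 fold change of tested regions per 1 Mb window along chromosome 13 (x axis in Mb), for H3K9me3 (top) and H3K27ac (bottom), B6-13D2 against B6 in blue and D2 against D2-13B6 in red. In both marks and backgrounds the medians are highest between 65 and 67 Mb, where the H3K9me3 medians are 4.07 and 3.63 in the B6 background.

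Among the named regions of this stretch, H3K9me3 at 13:66448023-66448279, in an intron of the lincRNA Gm26754, changed by 6.32 ± 0.31 (SE) in the B6 background (adjusted p = 8.21e-41, edgeR). The level was 145 ± 23.5 CPM in B6-13D2 (n = 2) and 1.72 ± 1.1 in B6 (n = 3). H3K9me3 at 13:65619001-65619178, within the pseudogene Gm48165, changed by 6.19 ± 0.29 (adjusted p = 6.11e-42, edgeR). In the D2 background, H3K9me3 at 13:65559464-65559660, over an exon of Cbx3-ps2, was at least 42.5-fold higher with the D2 segment (adjusted p = 6.02e-35, edgeR). At 13:65590634-65590782, over an exon of the lincRNA Gm26639, it was at least 41.3-fold higher (adjusted p = 3.52e-34, edgeR). H3K27ac rose at the same 4 regions. In the H3K27ac fits, 13:66001831-66002656 (intergenic) changed by 7.4 ± 0.21 (SE) and 13:65859717-65860120 (intron of Platr2) by 7.37 ± 0.21 in the B6 background, each with an adjusted p of 5.54e-29 (edgeR). Region 13:65525882-65526087, in an intron of Gm48165, was at least 262-fold higher with the D2 segment in the D2 background (adjusted p = 1.82e-27, edgeR). The intergenic region 13:65660361-65660513 changed by 8.55 ± 0.25 (adjusted p = 8.1e-29, edgeR). These regions lie among pseudogenes and repeated gene copies, and how reads from near-identical copies were counted is not stated, so the values are uncertain as measures of a single position.

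Off chromosome 13, the named H3K9me3 regions changed in both directions. Chromosome 6:50196338-50197829, over a coding exon of Mpp6 and an intron of Gsdme, was at least 16.2-fold lower in B6-13D2 than in B6 (adjusted p = 5.04e-14, edgeR). It also fell by 3.03 ± 0.53 (log2, SE) with the D2 segment in the D2 background (adjusted p = 1.29e-05, edgeR). H3K27ac there changed by 2.58 and 1.29 on the log2 scale. Chromosome 11:21256212-21257208, in an intron of Vps54, changed by 3.96 ± 0.35 in the B6 background (adjusted p = 4.45e-19, edgeR) and by 2.66 ± 0.37 in the D2 background (adjusted p = 1.35e-08, edgeR). Its level was 43.6 ± 2.56 CPM in B6-13D2 and 27 ± 7.43 in D2 (n = 2 each), against 2.7 ± 1.49 in B6 and 4.16 ± 0.56 in D2-13B6 (n = 3 each). Chromosome 2:104095512-104097708, in an untranslated region of Cd59a, fell by 3.27 ± 0.31 in B6-13D2 (adjusted p = 5.56e-17, edgeR). Chromosome 5:127277436-127278513, in an intron of Tmem132c, changed by 3.39 ± 0.41 in the D2 background (adjusted p = 1.65e-11, edgeR), while H3K27ac changed by -3.39. Its H3K9me3 level was low in D2-13B6 alone, at 2.6 ± 0.45 CPM, since the B6 line had 28.45 ± 4.55 (n = 3 each). Chromosome 4:122007826-122009545, over the processed pseudogene Gm12892, was at least 1.54-fold higher with the D2 segment in the D2 background (adjusted p = 0.0371, edgeR). It rested on 9 counts in D2 and 1 count in D2-13B6, and was not called without replicate 1 of D2-13B6 (adjusted p = 0.0878) or without replicate 2 (adjusted p = 0.188).

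Named H3K27ac regions off chromosome 13 fell with the D2 segment. In the B6 background 7:15848989-15851080, intergenic and 9.3 kb from Obox6, changed by -4.95 ± 0.2 (SE, adjusted p = 1.24e-24, edgeR). On chromosome 3, the intergenic regions 92553170-92553352 and 31470249-31470449 were at least 3.48-fold and 12.7-fold lower (adjusted p = 0.000131 and 1.41e-08, edgeR). In the D2 background 9:79901262-79902147 and 9:79902421-79902714, in introns of Filip1, changed by -6.34 ± 0.29 and -5.9 ± 0.31 (adjusted p = 1.63e-22 and 1.05e-19, edgeR). Region 10:59034162-59035142, in an intron of Sh3rf3, changed by -5.62 ± 0.25 (adjusted p = 1.28e-22, edgeR). At these 3 regions of the D2 background the level was high in D2-13B6 alone, since the B6 line also had low values. At 10:59034162-59035142 it was 29.7 ± 0.11 CPM in D2-13B6 and 1.52 ± 0.41 in B6 (n = 2 each).

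Regions off chromosomes 13, X and Y that were called in both backgrounds were then compared. The contrasts share no library. For H3K9me3, 263 regions were called in both, of 1011 called in the B6 and 1429 in the D2 background, where independent lists of these sizes would share 17.8, and 97.3% changed in the same direction, against 60.1% from the split of the lists alone. For H3K27ac, 4280 of 22628 and 11268 were called in both, against 1430.9, and 83% changed in the same direction, against 45.3%. Most calls of either mark were thus made in 1 background. Across all tested regions Pearson's r of the log2 fold changes of the backgrounds was 0.175 (rho 0.135) for H3K9me3 and 0.204 (rho 0.092) for H3K27ac, and regions are not independent replicates. Of these, 234 H3K9me3 and 1464 H3K27ac regions were also called in the same direction in the strain contrast. For H3K9me3, 198 of the 234 were higher with D2 alleles, and for H3K27ac 1115 of the 1464 were lower. By the naming rule, the H3K9me3 regions among them were the Mpp6 and Vps54 regions above and 10:77569545-77569953, intergenic and 3.8 kb from Itgb2. The latter was at least 4.89-fold and 3.75-fold higher with the D2 segment (adjusted p = 0.000409 and 0.0144, edgeR), on 3 counts in B6 and 4 in D2-13B6. The H3K27ac regions were 18:41464660-41465817 (intergenic), 2:105858429-105859515 (intron of Elp4) and 19:39248212-39249594 (intron of the pseudogene Cyp2c53-ps). They changed by -4.13, -3.94 and -3.28 in the B6 background and by -3.33, -4.31 and -4.5 in the D2 background, with adjusted p from 1.01e-15 to 1.43e-09 (edgeR).

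The regions called between the strains were tested as sets in the congenic contrasts, with chromosomes 13, X and Y left out. In the B6 background, 66.6% of the 6156 H3K9me3 regions higher in D2 were also higher with the D2 segment, against 46.7% of the other regions (median log2 fold change 0.23, fry in limma, adjusted p = 0.0034 over the 8 set tests). Of the 6745 regions higher in B6, 63.9% were lower with the D2 segment, against 53.3% of the others (median -0.12, adjusted p = 0.0114). These shares in the D2 background were 69.8% (median 0.26, adjusted p = 0.0034) and 58.7% (median -0.11, adjusted p = 0.0784), and the last did not pass after adjustment. The unadjusted fry values of these 4 sets were 0.00054, 0.0057, 0.000851 and 0.049. Median changes were small beside the strain differences. For H3K27ac, the regions higher in B6 were lower with the D2 segment in the D2 background (65.3% of 17776, median -0.19, adjusted p = 0.00869, 0.00326 before adjustment). The other H3K27ac sets were not past 0.05, with shares of 52.6%, 51.7% and 52.2% and unadjusted fry values of 0.178, 0.482 and 0.992. Camera called the same 5 sets at an unadjusted p under 0.05 and fry held them, with camera p from 1.69e-09 to 0.00942. The alternative that moved a share most was scaling by library totals, which took the H3K27ac set higher in D2 from 52.6% to 40.1% in the B6 background, while the other regions went from 43.9% to 34.4%.

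H3K9me3 and H3K27ac were compared at regions called in both marks. Between the strains 7192 pairs of overlapping regions were called in both, and 66% changed in opposite directions (Fisher's exact test, two-sided p = 2.24e-166). A region could enter several of these pairs, so the p-value counts some regions more than once. Off chromosome 13 the share was 86.6% of 492 regions in the B6 background (p = 5.87e-44, Fisher's exact test) and 96.6% of 920 regions in the D2 background (p = 4.82e-54, Fisher's exact test). Most of these gained H3K9me3 and lost H3K27ac with the D2 segment, 337 and 844 regions respectively. Between 65 and 70 Mb of chromosome 13 the marks changed together instead. Opposite changes made up 0.6% of 344 regions in the B6 background and 0% of 302 in the D2 background, and 8.3% of 265 pairs between the strains. A share of 0 among 302 regions allows up to 0.993% at 3 counts. In the B6 background the share over the whole genome was 51.5% (Fisher's exact p = 0.0263), which at an absolute log2 fold change of at least 1 became 47.5% (p = 0.177). Over the 12 tests of this family the adjusted values were 1.34e-165 for the strains and 0.0316 for the whole genome in the B6 background.

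**Figure D3:**
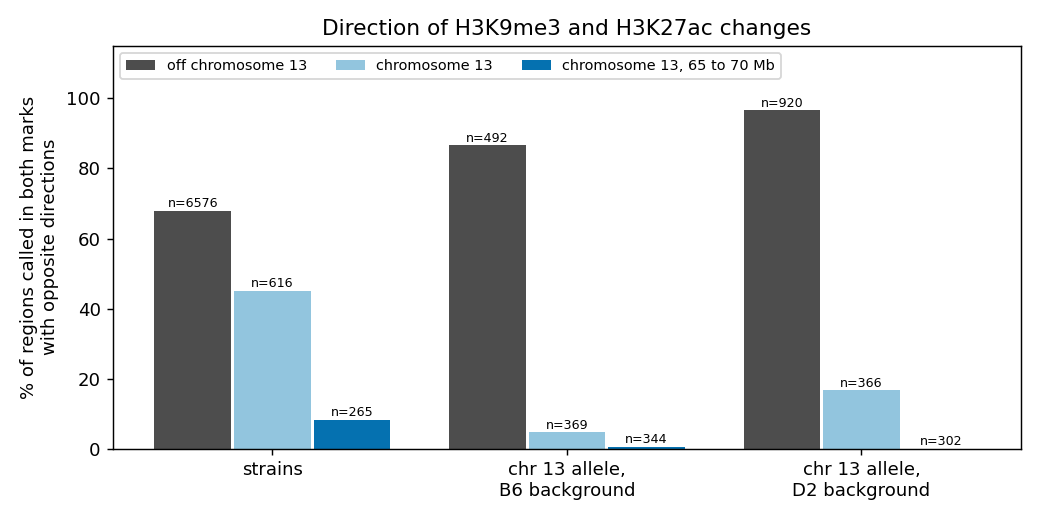
Percent of regions called in both marks whose H3K9me3 and H3K27ac changes had opposite signs, by contrast and genome part. For the strains n counts overlapping pairs called in both marks, and for the other contrasts it counts regions. Bars off chromosome 13 reach 67.9%, 86.6% and 96.6%, and bars at 65 to 70 Mb reach 8.3%, 0.6% and 0%.

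The interaction tested whether the segment's contrast differed between the backgrounds. For H3K9me3, 338 of 86874 regions were called (6448 at an unadjusted p under 0.05), 64 with a more positive contrast in the B6 background, of which 31 lay at 68 to 69 Mb of chromosome 13, and 274 with a more positive contrast in the D2 background. This count fell to 172 without replicate 2 of D2-13B6, to 194 without replicate 3, and to between 187 and 204 without any 1 of the B6 replicates, and rose to 494 without replicate 1 of D2-13B6. For H3K27ac, 10176 of 192158 regions were called, 7546 more positive in the B6 background and 2630 more positive in the D2 background. With library totals in place of TMM factors the split was 50.1% positive in place of 74.2%. The named H3K9me3 regions were 11:118288588-118291545, in an untranslated region of Usp36 (2.87 ± 0.51, adjusted p = 0.000173, edgeR), 5:68220159-68220532 (-2.73 ± 0.43, adjusted p = 8.12e-06) and 11:121965998-121966237 (-2.6 ± 0.39, adjusted p = 2.13e-06). The last 2 are intergenic. Chromosome 11 as a whole was higher in D2-13B6 by 0.5 on the log2 scale in the H3K9me3 libraries, which enters the values of its regions. The named H3K27ac regions were 16:14522373-14523091 (3.54 ± 0.33, adjusted p = 3.55e-09, edgeR), 4:55304118-55304585 (-3.48 ± 0.49, adjusted p = 6.54e-06) and 3:38171579-38172344 (-3.39 ± 0.43, adjusted p = 1.17e-06), all intergenic.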

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

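The interaction test, the factor per library and chromosome and the fits that left out a library were set before the data were examined. Their use to weigh explanations, and the other tests in this part, were chosen after the interaction results had been seen.

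The contrast of the chromosome 13 segment differed between the B6 and the D2 background, by a direct test of that difference, at 338 H3K9me3 regions and 10176 H3K27ac regions (edgeR quasi-likelihood test, interaction term). At 274 of the 338 H3K9me3 regions the contrast was more positive in the D2 background, and at 7546 of the 10176 H3K27ac regions it was more positive in the B6 background. Technical trends that can differ between libraries were removed one at a time. With a factor per library and chromosome, 272 of the 338 H3K9me3 regions and 8935 of the 10176 H3K27ac regions remained among the calls. With a GC trend removed from each library, 238 and 7030 remained. With an abundance trend removed, 259 and 8247 remained. The lowest share that remained was 69.1%, for H3K27ac under the GC correction. The tables thus argue against each of these trends as the whole cause, although each could account for part of the differences.

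Counts in regions of the repeated H3K9me3 libraries ranged from 1538145 to 2185977, and single libraries weighed on the H3K9me3 count of calls. It fell to 172 without replicate 2 of D2-13B6 and rose to 494 without replicate 1 of D2-13B6, the library that stood apart from its replicates. For H3K27ac the 8 fits that each left out a library gave 9304 to 10669 calls. Each of these kept a library that differed from the removed one by less than the sampling noise, and replicate 1 of D2-13B6 was not left out, so this range says little about stability. With each column as its own library the count was 21132.

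What stays open is the number of lines. Each genotype was represented by 1 line, so a change that arose by drift in a single line cannot be told apart from a difference in how the segment acts on the backgrounds. Other differences between the strains that modify the segment's contrast are the biological explanation that the design names, and they remain untested.

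Part of the H3K9me3 result comes from 1 stretch of chromosome 13. Of the 64 regions with a more positive contrast in the B6 background, 31 lie between 68 and 69 Mb. There 33 of 45 H3K9me3 regions were called in the B6 background and 0 in the D2 background, where 16 passed an unadjusted p under 0.05. Between the separate lines of the strains 11 of 29 regions were called, with a median of 0.53. A candidate explanation is D2 sequence throughout this window in the D2-13B6 line, which would remove the contrast in both marks. Against it, 34 of the 63 H3K27ac regions of the window were called between D2 and D2-13B6. The 33 H3K9me3 calls all lay between 68 and 68.4 Mb. Because the H3K27ac median there was 1.18 in the D2 background and 3.25 in the B6 background, D2 sequence or extra copies in part of the window or in part of the cells stay open. The segment ends were not mapped here.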

How the results depend on the processing

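Results were recomputed under each alternative, with one choice changed at a time where possible. The DESeq2 Wald test was run with its own size factors and without the filter, so test, scaling and filter changed together there. Of 293 recomputed values of the results that answer a comparison, 245 kept their direction and their side of the threshold, or stayed within 1.5 times the count reported. Of the others, 32 counts moved by more, 6 tests became weaker, 5 became stronger and 5 reversed. For the 47 values of named regions, 715 of 721 recomputed values kept direction and call, 6 became weaker and 0 reversed. Of the weaker ones, 4 belong to 4:122007826-122009545 in the D2 background and 2 to 10:77569545-77569953 in the D2 background. Counts were within 1.5 times the one reported in the 10 contrasts with DESeq2 size factors and with autosomes only. The same held for library totals, a factor per library and chromosome, GC trend removal and abundance trend removal, the last 2 chosen after the data had been seen.

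The DESeq2 Wald test called fewer regions in all 10 contrasts. For H3K9me3 it called 8011 between the strains, 612 in the B6 background, 862 in the D2 background, 3881 between the parental lines and 94 in the interaction. For H3K27ac it called 35919 between the strains, within 1.5 times the count reported, 10392 in the B6 background, 5957 in the D2 background, 29860 between the parental lines and 5267 in the interaction. Test, scaling and filter changed together, and the cause was not tested. The Wald test was run on 248336 regions of the repeated libraries. It also raised the share of calls higher with the D2 segment, to 84.6% and 95.4% for H3K9me3 in the B6 and D2 backgrounds and to 74.9% for H3K27ac in the B6 background, but lowered it to 14.7% for H3K27ac in the D2 background. In the interaction the share of positive calls became 31.9% for H3K9me3 and 93.4% for H3K27ac.

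A filter on a mean of at least 20 counts tested fewer H3K9me3 regions, 16145 in the lines and 11849 in the repeated libraries. It called 6650 between the strains, 830 in the B6 background, 1115 in the D2 background, 3861 between the parental lines and 214 in the interaction, fewer by construction. The share of positive calls was 68.3% in place of 82.1% in the D2 background and 56.1% in place of 40.4% between the parental lines for H3K9me3. For H3K27ac it was 33.5% in the D2 background and 63.4% in the interaction. No filter left 186 calls in the H3K9me3 interaction, where more regions were tested. An absolute log2 fold change of at least 1 kept 11907 H3K27ac regions between the strains, 12621 in the B6 background, 6981 in the D2 background and 32354 between the parental lines, by construction. With only the lines of the contrast in the fit, H3K27ac calls were 41932 in the B6 background and 7818 in the D2 background. The spread was then estimated from fewer samples, which alone does not explain moves in opposite directions. H3K9me3 calls moved the same way, to 2191 in the B6 and 1342 in the D2 background. Only the D2 background includes D2-13B6, whose H3K27ac replicates 1 and 2 gave a chi-square per degree of freedom of 2.806. Within B6 and B6-13D2 it was 0.906 to 1.025. The shared fit gives these unequal lines a common spread, and its effect on the calls was not tested. An interaction fit has no alternative with fewer lines.

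Summing the H3K27ac libraries that differed by less than the sampling noise lowered the counts. With each column as its own library, chosen after the data had been seen, 37725 regions were called in the B6 background, 20626 in the D2 background and 21132 in the interaction. More samples per line enter those fits, but the added samples may be repeats of a library. There 34.3% of the calls in the D2 background were higher with the D2 segment, in place of 21.5%.

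Scaling moved the balance of H3K27ac directions. With library totals 39.5% of calls were higher with the D2 segment in the B6 background in place of 58.5%, 40.8% were higher in D2 between the parental lines in place of 52.3%, and 50.1% were positive in the interaction in place of 74.2%. The median log2 fold change of all regions moved with it, from -0.06 to -0.19, from -0.05 to -0.2 and from -0.02 to -0.2 in these 3 contrasts. With the abundance trend removed, 32.6% were higher in the D2 background and 56.8% were positive in the interaction. No scaling moved the balance of H3K9me3 calls by more than 10 points. The balance of the H3K27ac calls in the interaction and in the B6 background therefore depends on the scaling.

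The chromosome 13 share of H3K27ac calls in the strain contrast became stronger with an absolute log2 fold change of at least 1, with an odds ratio of 1.37. In the H3K27ac interaction its odds ratio of 0.959 reversed to 1.1 with a factor per library and chromosome and to 1.09 with a mean of at least 20 counts, and the main value was not past the threshold. The share of opposite marks over the whole genome in the B6 background was 47.5% at an absolute log2 fold change of at least 1, in place of 51.5%, and was no longer past the threshold. The causes were not tested.

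Set tests were judged by the share of regions with the sign of the strain contrast and by the unadjusted fry p. The direction was first taken from fry itself, and the share was used after the first labels had been seen, which lowered the reversed set tests from 12 to 3 of 92 alternatives. The H3K9me3 set higher in B6 in the D2 background, at 58.7% and an unadjusted fry value of 0.049, lay at the threshold. It became weaker with library totals (55.7%), with a factor per library and chromosome (58.8%) and with no chromosome left out (57.9%). Across the 3 fits that each left out a library its share was 59.3% to 61.9%, and it was weaker without replicate 2 or replicate 3 of D2-13B6. For H3K27ac in the B6 background, the set higher in D2 reversed with library totals (40.1%) and with the abundance trend removed (46.1%). The set higher in B6 became stronger at an absolute log2 fold change of at least 1 (60.7%), with library totals (61.5%) and with the abundance trend removed (54.1%), and reversed with the GC trend removed (48.9%). The other regions moved with the scaling too. With library totals the share of them with the sign of the set higher in D2 fell from 43.9% to 34.4%, so that set stayed above them, and the set higher in B6 stood at 61.5% against 65.6% of the others. These changes with library totals therefore follow a shift of all regions and are no change of the sets against the others. With the abundance trend removed the set higher in D2 was below the others (47.7%). In the D2 background the H3K27ac set higher in D2 became stronger with the abundance trend removed (58.8%). The causes were not tested. Sets taken from the lines not used in the congenic comparisons gave the same calls, with fry p of 0.000139, 0.00531, 0.000407 and 0.0442 for H3K9me3.

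Leaving out each library in turn gave 13451 to 15337 H3K9me3 and 40681 to 46596 H3K27ac calls between the strains. For H3K9me3 it gave 1096 to 1126 in the B6 background, 1238 to 2649 in the D2 background, 6934 to 8110 between the parental lines and 172 to 494 in the interaction. For H3K27ac it gave 21168 to 21917, 11828 to 13389, 48762 to 50439 and 9304 to 10669. In the D2 background the H3K9me3 count was 1238 without replicate 2 of D2-13B6, and 66.9% of the calls were higher without replicate 1. Libraries whose removal would leave a group with 1 sample were not left out. These were the H3K9me3 libraries of B6-13D2 and D2 and the H3K27ac libraries that were not summed. Each H3K27ac fit of the repeated libraries therefore kept a library within sampling noise of the one removed, and its range says little about stability.

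The replicate numbers were not taken to pair the libraries. Correlations of deviations between libraries with the same number ran from -0.13 to 0.124 and from -0.047 to -0.019 in the separate lines for H3K27ac and H3K9me3, and from -0.085 to 0.076 and from -0.065 to 0.179 in the repeated libraries. The exception was H3K9me3 in D2 and D2-13B6, where both pairs with the same number were positive (0.179 and 0.105). With 2 D2 libraries these values are not separate evidence of pairing. With the replicate number as a block, the H3K9me3 counts were 14508 between the strains, 1369, 1706 and 9490 in the B6 background, the D2 background and between the parental lines, and 366 in the interaction. For H3K27ac the block gave 47711 between the strains. With each column as its own library it gave 37165, 20316, 62706 and 20667, where 34.2% of the calls in the D2 background were higher. The block and the separate columns change together in those fits.

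Tables with duplicates kept and the same libraries counted over another region list were not used here, so those alternatives were not run. Low counts in regions are a limit of the H3K9me3 results. A median region held 2 to 6 counts per library, which limits the detection of small changes at regions of low coverage.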

Other observations

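The tests of the same lines in both series, of a GC trend on chromosome 11, at the shared regions and between the replicates of D2-13B6, of an abundance trend between those replicates, and of mixed cells were written before their results were seen; the other tests in this part were chosen after the pattern they bear on had been seen.

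Other splits of the separate lines gave no calls. Of the 10 ways to split the 6 libraries of a mark into 3 and 3, only the split by strain (1 of 10) called as many regions, 15525 for H3K9me3 and 47477 for H3K27ac. The other 9 splits called 0 regions at an adjusted p under 0.05 for either mark. Each of them put 2 libraries of a strain with 1 of the other. A strain difference then enters the spread within groups, so their 0 calls say little. At an unadjusted p under 0.05 the other splits gave 296 to 833 H3K9me3 regions and 400 to 1658 H3K27ac regions. With 10 splits the share cannot fall below 1 in 10, so this count alone does not exclude a chance split. Every pair of libraries within a strain correlated more closely than any pair between strains. For H3K9me3 these log2 CPM correlations were 0.844 to 0.886 and 0.452 to 0.477. For H3K27ac they were 0.977 to 0.983 and 0.896 to 0.913.

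In parts of the stretch from 65 to 70 Mb of chromosome 13, at 65 to 67 Mb and, in the B6 background, at 68 to 69 Mb, both marks rose with the D2 allele, although H3K9me3 and H3K27ac moved in opposite directions at most regions called in both marks elsewhere. Of the regions called in both marks in this window, 99.4% changed in the same direction in the B6 background and 100% in the D2 background. A joint rise of a repressive and an active mark is consistent with more copies of those parts in D2, or with more D2 reads mapped to them, because either would raise the counts of any immunoprecipitation. GC content does not account for it, since the median H3K9me3 log2 fold change in the B6 background was 3.34 with the GC trend removed and 3.33 without. A gain of copies of the whole window is argued against, since the H3K9me3 medians at 67 to 68 Mb were -0.23 and 0.03. Copy number and mapping could not be separated from each other or from a true rise of both marks, because no input library was analysed here. The fold changes at the parts that rose may therefore say little about chromatin. Most H3K9me3 calls on chromosome 13 lay in this window, 345 of 399 in the B6 background and 304 of 421 in the D2 background. In the window 78.9% and 69.6% of the tested H3K9me3 regions were called in the B6 and D2 backgrounds. In the other 5 Mb windows of the chromosome it was 0% to 5% and 0.7% to 6.5%. The concentration of H3K9me3 calls on chromosome 13 thus largely reflects this window. The share of calls on the chromosome was not tested without it.

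The H3K9me3 difference in this window was larger in the repeated libraries than in the separate lines. A difference between lines of a strain is argued against as the cause of the gap. For the lines that are in both series, the median log2 difference over 373 regions was 1.61 in the separate lines and 2.71 in the repeated libraries. The slope of the repeated libraries on the separate lines was 0.62 at 12901 strain-different regions off chromosomes 13, X and Y and 1.3 in the window. Both slopes used regions chosen by their calls in the separate lines, which can by itself lower a slope. How far this choice lowers each slope was not tested. The slopes therefore do not settle whether the window differs from the rest of the genome. A different treatment of reads in repeated sequence in the tables is a candidate explanation. It predicts a lower B6 level in the window, which fell from 17.6 to 11.8 mean CPM. The D2 level rose as well, from 42.4 to 70.9, which that explanation does not require. The processing of the reads is not stated per series, so it cannot be told apart from other differences between the series.

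Chromosome 11 was higher in the D2-13B6 line in both marks. All 25 windows of 5 Mb had a median above 0 in D2-13B6 against D2 for H3K9me3, and all 25 for H3K27ac. The median difference from the other autosomes was 0.5 on the log2 scale for H3K9me3 and 0.31 for H3K27ac. Removing the GC trend left the H3K27ac difference at 0.32, which argues against GC content. The shift was present in each library of the line. For H3K9me3 the chromosome 11 medians relative to the mean library were 0.28, 0.42 and 0.41, and for H3K27ac 0.28, 0.21 and 0.2. A shift of this kind over a whole chromosome suggests extra copies of chromosome 11 in the cells of this line, perhaps in part of the culture, and it was not tested on DNA. Of the 1915 H3K9me3 calls in the D2 background, 185 lay on chromosome 11. With a factor per library and chromosome the total was 1650. The H3K9me3 and H3K27ac libraries of the D2 line of replicate 3 showed a smaller shift of 0.11 and 0.14.

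Chromosome 13 moved the other way in the same line. Outside 65 to 70 Mb, 24 of 24 windows of 5 Mb had a median under 0 in D2-13B6 against D2 for H3K9me3, and 22 of 24 for H3K27ac. The medians over the chromosome were -0.22 and -0.18, while the other 17 autosomes without chromosome 11 ran from -0.06 to 0.04 and from -0.05 to 0.04. With the GC trend removed the medians were -0.21 and -0.18, which argues against GC content. A loss of chromosome 13 in part of the cells of the line is a candidate explanation, and it was not tested on DNA. Such a shift is part of the contrast in the D2 background. With a factor per library and chromosome, the H3K9me3 median at 65 to 70 Mb was 2.74 in place of 3.02.

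A minority of the H3K9me3 changes off chromosomes 13, X and Y was shared by the backgrounds, with 263 regions called in both of 1011 in the B6 and 1429 in the D2 background. Of these 263, 256 changed in the same direction. Drift of single lines would give the share set by the splits of the call lists, 60.1%, and the observed share was 97.3%. A batch of libraries common to the lines with the D2 allele is also argued against, because the separate lines, which were other libraries, changed the same way. Of the 247 shared regions tested there, 234 (94.7%) were called in the same direction between the strains, against 22.3% of all regions for the same measure. With the GC trend removed, 244 of the 256 regions were still shared. Donor cells or libraries mixed into the congenic ones would raise every region that is high in the donor. At regions with an absolute strain log2 fold change of at least 3, the median H3K27ac share of the donor level reached was 1.7% in B6-13D2 and 1.2% in D2-13B6. The pooled shares were higher, at 6.8% and 10.6%, and 7 of 46 and 33 of 212 regions lay closer to the donor than to the recipient level. Whether those regions account for the higher pooled shares was not tested. The same shares for H3K9me3 had medians of 7.4% and 4% (pooled 25% and 6%), and 103 of 370 and 23 of 393 regions lay closer to the donor level. H3K9me3 thus lay closer to the donor level at a minority of regions and closer to the recipient level at most, which even mixing would not give.

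Donor segments left elsewhere in the genome are a further candidate explanation for the shared regions, and the test for them was redesigned. The first version set the H3K9me3 slopes of 5 Mb windows on the strain contrast against the parental slopes. It did not decide, since the highest congenic slope of 0.612 lay within the parental range, whose median was 0.633 and whose 5th percentile was 0.46. The second version used H3K27ac, where the highest slopes off chromosome 13 were 0.621 and 0.689 and the parental median was 0.976. These also lay within the parental range, whose lowest value was 0.384 and whose 5th percentile was 0.709. A slope under 0.5 was found in 2 of 472 parental windows, and that limit was used. Of the 256 shared regions, 240 lay in windows whose H3K27ac slope was under 0.5 in both backgrounds. The 256 shared regions were spread over 182 windows with at most 4 in a window. Segments large enough to fill a window are therefore argued against for most of them. Segments much smaller than 5 Mb would not show in these slopes and stay open.

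A further hypothesis, beside such small segments, is that a factor encoded in the segment acts on heterochromatin elsewhere. It predicts that H3K27ac moves against H3K9me3 at regions off chromosome 13 where both marks are called. Opposite changes were found at 86.6% of 492 such regions in the B6 background and 96.6% of 920 in the D2 background. Most of these gained H3K9me3 and lost H3K27ac (337 and 844 regions), so the directions of the call lists alone give part of each share. Fisher's exact test, which allows for those directions, gave odds ratios of 0.0292 and 0.0016. Opposite changes are also what the strains showed (67.9% of 6576 off chromosome 13). The shares are those already given for the comparison of the marks, so they are not a separate test. They cover all such regions, not the shared ones alone, and do not single out such a factor. The sets of strain-different regions moved by little, with a median of 0.23 in the B6 background for H3K9me3 regions higher in D2. Any such factor may thus act strongly at a limited number of regions. The segment's genes were not tested for expression here, and 1 line per genotype was measured.

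Replicate 1 of D2-13B6 stood apart from replicates 2 and 3 in both marks. Its chi-square per degree of freedom against replicate 2 was 2.46 for H3K9me3 and 2.8 for H3K27ac, while replicates 2 and 3 gave 1.21 and 0.9. After removal of a GC trend these values were 2.36 and 2.7, and after removal of an abundance trend 2.23 and 2.74, so neither trend is likely to explain the gap. The labels give no date or batch for the libraries, so a separate preparation of replicate 1 was not tested. Replicate 1 also had the fewest H3K9me3 counts in regions of the line, 1538145 against 2052206 and 2185977, although chi-square per degree of freedom allows for the total. Its H3K9me3 log2 CPM correlated with replicate 1 of D2 (0.64) as closely as with replicates 2 and 3 of its own line (0.638 and 0.628), while for H3K27ac its own replicates were closer (0.935 and 0.936 against 0.901). The H3K9me3 count of calls in the D2 background without it was 2649 in place of 1915, with 66.9% higher with the D2 segment in place of 82.1%.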
